A study of Mus musculus with 8 samples. Its data were reported in "In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for Bapx1 and its co-regulation with Sox9 in the mammalian vertebral column" (2014).

How the data were processed

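Total RNA from fluorescence-sorted hindlimb cells of E12.5 mouse embryos was hybridized to Illumina whole-genome mouse BeadChips, 1 array per sample, with 4 arrays for each genotype. The wildtype allele carries an EGFP reporter inserted into the 3' untranslated region of Bapx1. In the null allele EGFP was placed so as to knock Bapx1 out. Cells of both genotypes were thus sorted on EGFP, but the reporter differs between them. In the paper, EGFP follows an internal ribosomal entry site in the wildtype allele and the start codon in the null allele. The paper writes the wildtype line as heterozygous and the null line as homozygous for the reporter. Whether this changed which cells were sorted was not tested. Groups and replicate numbers were taken from the sample titles. The methods call the arrays biological replicates; how many embryos went into each is not given in the sources used here. The p-values measure the spread between these 8 arrays.

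The deposited intensity of each probe was exported by the authors from GenomeStudio (version not given in the sources used here) after background subtraction and before any normalization between arrays, and between 30.9% and 34.3% of the values of an array lay below 1. Each deposited intensity came with a detection score between 0 and 1 that rose with intensity, so the detection p-value was taken as 1 minus the deposited score. A separate deposited table of log2 values was checked against the intensities: every one of its 45281 rows equalled the log2 of an intensity floored at 1, less the array's median, less a constant per probe, to within 2.6e-06. The constant per probe was not the median of these 8 arrays. The methods describe a scaling by median absolute deviation, and the deposited log2 table carries a median shift with no scaling of spread. The column medians of the deposited log2 table were -0.03, -0.03, -0.04 and 0.42 for wildtype replicates 1 to 4 and 0.01, 0.17, 0.10 and 0.03 for null replicates 1 to 4.

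The intensities were corrected for background by normexp with the negative controls inferred from the detection p-values, given an offset of 16, quantile normalized and put on the log2 scale (neqc in limma 3.58.1, R 4.3.3). Of 45281 probes, the 19568 with a detection p under 0.05 on at least 4 of the 8 arrays were tested. Of these, 16571 carried 1 gene symbol, 8 carried several and 2989 carried none, and together they stood for 10772 genes. Between 18375 and 20256 probes were detected per array. The number of arrays limits the precision, and the median standard error (SE) of a log2 fold was 0.165. Genotypes were compared per probe by limma (lmFit and eBayes, two-sided, no covariate) with Benjamini-Hochberg adjustment over all tested probes, and a probe was called changed at an adjusted p under 0.05. Folds are null over wildtype. Where none of a group's 4 arrays rose above background, the fold is given as a lower bound, computed from the lowest intensity that counted as detected. On simulated intensities with known changes and background noise set from the detection p-values, the same steps recovered 5.97%, 40.3% and 86.4% of the probes changed 1.5-fold, 2-fold and 4-fold, and 5 of 93 calls were wrong. The simulated arrays passed 21227 probes through the detection filter. The simulated noise was independent between probes and arrays, so these rates leave out deviations that probes share on an array.

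A total of 34 gene lists (cell types, signalling pathways, limb patterning and genes named by the study) were fixed before the data were examined, and the 30 with at least 5 measured genes were tested. The study's published genes were known by then, those it listed from these hindlimb samples included. A gene with several probes entered with its brightest probe. Lists were tested with camera in limma at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry beside it. Camera compares a list with the other genes. Fry asks only whether the genes of a list move. For each list the mean deviation of its genes from the mean over the 8 arrays gave a score per array, compared by a two-sided exact permutation test over the 70 labelings of the arrays; the smallest p this design allows is 0.0286. The genes named in the text were also chosen by a rule fixed before the data were examined: Bapx1, the 12 called genes with the largest increase and the 12 with the largest decrease, up to 4 genes of each list by smallest p, and the sex-linked genes. From lists that did not pass, only called members are named. Outside this rule, Selp, Klf1, P2rx1 and Sall4 were added after their values were seen, as list members that did not pass by their brightest probe, and the closing section names further genes. The tests of each result were repeated under 29 alternatives, 25 of them fixed before the data were examined and 4 added afterwards, and the closing section gives their effect. They covered background correction, normalization, the deposited log2 table, filters on dim probes, the test, the replicate number as a block, the probes of a gene, cell-type scores as covariates and leaving out each array; the fits with an array left out tested the same 19568 probes. A block for the BeadChip was not run, because the files used here do not place the arrays on chips. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.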

Results

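The data were 8 arrays of cells sorted for Bapx1-driven EGFP from E12.5 hindlimbs, 4 from wildtype and 4 from Bapx1 null embryos. Wildtype arrays detected 19861, 19219, 18984 and 18375 probes and null arrays 20256, 19553, 19741 and 18942 (replicates 1 to 4). Correlations between arrays lay between 0.955 and 0.987. They were computed across probes, which are not independent replicates. The comparison asks which transcripts change in the cells of the Bapx1 domain of the hindlimb when the homeobox gene Bapx1 (Nkx3-2) is lost.

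In the null hindlimb cells, genes of megakaryocytes and platelets were lower as a group than in wildtype cells. Red cell genes were higher as a group with the preset correlation of the list test but not with an estimated one (adjusted p = 0.338), and 1 of 11 passed alone. Of 25 measured platelet genes, 18 fell by their brightest probe, among them the chemokines Ppbp (11.4-fold) and Pf4 (8.42-fold), the platelet tubulin Tubb1 (9.17-fold) and the adhesion receptor subunit Gp5 (6.41-fold). Cartilage genes were lower as a group, with the matrix protein Comp and the chondroitin sulfotransferase Chst11 called singly. Outside these groups, the cerebellin Cbln1 fell 5.43-fold while its paralog Cbln4 rose 3.71-fold, and the T-box gene Tbx1 fell 3.61-fold. Among regulators of transcription, Klf9 rose 3.13-fold and the doublesex-related gene Dmrta2 3.11-fold. Each fold compares 4 arrays with 4.

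Bapx1 itself was read by 2 probes. Neither was above background on any of the 4 wildtype arrays, and both were detected on all 4 null arrays. Its normalized log2 level was 4.52 ± 0.12 in wildtype and 8.48 ± 0.48 in null cells for the brighter probe, and 4.43 ± 0.06 and 8.12 ± 0.44 for the other (SD, n = 4). The null arrays were therefore at least 10.4-fold and at least 8.07-fold higher (limma log2 fold 3.96 ± 0.22 and 3.69 ± 0.20 SE, adjusted p = 9.52e-05 for both). The position of the probes relative to the part changed by the targeting was not tested. A probe outside that part does not check the loss of Bapx1, and the rise runs against what a probe inside deleted sequence would read. Directions below follow the genotypes of the sample titles.

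**Figure D1:**
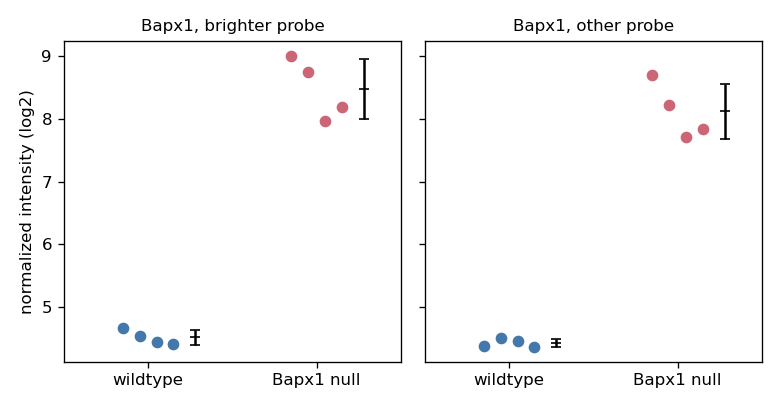
Normalized log2 intensity of the 2 Bapx1 probes on each array, by genotype; points are arrays and the black mark is the mean with its SD. The wildtype means of 4.52 and 4.43 are background readings, and the null means are 8.48 and 8.12.

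In all, 149 of the 19568 probes changed, 63 higher and 86 lower in null cells (limma, adjusted p under 0.05). They stood for 121 genes, 46 higher and 75 lower, and 16 further probes without a symbol. By a fold above 2, 82 genes changed, 31 higher and 51 lower, and all 121 changed by more than 1.5-fold. At an unadjusted p under 0.05 there were 2207 probes, where chance gives 978. The groups did not overlap for 1230 probes, 6.29% of those tested, where chance gives 2.86%. The counts depend on the processing: scaling by median absolute deviation, the normalization that the methods state, left 9 probes changed, and leaving out wildtype replicate 3 or 1 left 59 or 82 and null replicate 4, 3 or 2 left 81, 91 or 97.

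Bapx1 apart, the 12 largest increases were led by the embryonic globin Hbb-bh1, with a log2 fold of 2.97 ± 0.49 (SE, adjusted p = 0.0311), higher on all 4 null arrays. Tia1, an RNA-binding protein, rose by 1 probe (2.91 ± 0.40, adjusted p = 0.0119), while its 2 brighter probes gave -0.13 and -0.27. Gramd4 rose 6.34-fold and was above background on only 1 wildtype array. The cell adhesion gene Flrt1 rose 4.58-fold, Insyn2b 3.90-fold, Parm1 3.68-fold and the synuclein partner Sncaip 3.45-fold. Aldh1a2, which makes retinoic acid, rose 2.99-fold and was above background on 3 wildtype arrays, and its second probe, above background on 1, gave a log2 fold of 0.96 at an adjusted p of 0.0652. The 12 increases had adjusted p-values between 9.52e-05 and 0.0311.

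Among the 12 largest decreases, Ppbp fell by 3.33 ± 0.38 on the log2 scale (SE, adjusted p = 0.0049) and its brighter probe gave -3.51. Alox12, the platelet lipoxygenase, fell by 3.23 ± 0.47 and Pf4 by 3.07 ± 0.48. Treml1 fell 7.43-fold, the signalling protein Plek 5.64-fold, the thrombin receptor F2rl2 5.26-fold and Mpig6b 5.14-fold. Thromboxane synthase, Tbxas1, fell 4.49-fold and von Willebrand factor, Vwf, 4.43-fold. Ppbp, Treml1, F2rl2 and Vwf were above background on only 2 null arrays, Tbxas1 on 1, and Alox12 and Mpig6b on 3, so these folds rest in part on background readings. Cbln1 was the only one of the 12 that is not known from platelets or megakaryocytes. Of the 24 largest changes, 17 kept their call with each array left out in turn. Hbb-bh1 lost it without wildtype replicate 1, 2 or 3 or null replicate 1 or 3 (adjusted p from 0.0595 to 0.121), Cbln4 without wildtype replicate 1, 2 or 4 or null replicate 3 or 4 (0.056 to 0.0813), and Aldh1a2 without wildtype replicate 1, 2 or 3 or null replicate 2, 3 or 4 (0.0554 to 0.0826). Pf4 lost it without any 1 wildtype array or null replicate 4 (0.0518 to 0.089), Alox12 without wildtype replicate 3 or null replicate 4 (0.0703 and 0.0598), and Tia1 and Flrt1 without wildtype replicate 3 (0.0589 and 0.0619).

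**Figure D2:**
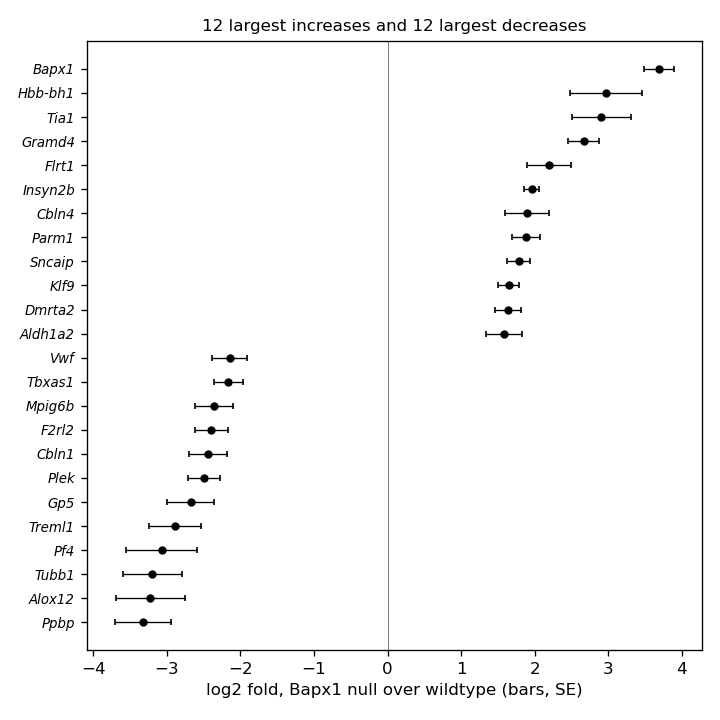
Log2 fold (null over wildtype) with its SE for the 12 called genes with the largest increase and the 12 with the largest decrease, 4 arrays per genotype. The values run from -3.33 for Ppbp to 3.69 for the more strongly called Bapx1 probe. That probe was at background on every wildtype array, so only a rise of at least 8.07-fold holds for it.

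Of the 30 lists tested, 12 changed with the preset correlation, 8 lower and 4 higher, and 5 kept their call with an estimated correlation. Fry for a shared direction passed for these 5 (adjusted p of 0.00199 or less). It did not pass for limb patterning (0.15), erythroid (0.11), hypoxia (0.0752), nerve (0.328), macrophage (0.508), endothelial (0.508) and muscle genes (0.681). The 25 platelet genes had a median log2 fold of -1.36 (camera adjusted p = 3.05e-32, and adjusted p = 0.0133 with an estimated correlation), with 18 lower, 0 higher and 7 not passing by their brightest probe, and 21 lower when adjusted over the list alone. Of the 7, P2rx1 fell by a dimmer probe, at least 1.20-fold (adjusted p = 0.0269), with none of its null arrays above background. Cmtm5 fell 2.93-fold and Gp1bb, part of the von Willebrand receptor, 2.53-fold (above background on 2 null arrays), while Selp gave a log2 value of 0.13. Gp6 fell at least 1.37-fold, and none of its null arrays was above background. The study had already picked 7 of the 25 from these samples, Tubb1 among them under an older name. Platelet lists were written with the study's genes known, so testing platelet genes was not independent of these samples, also outside the study's list. The list of 19 set up without the study's genes still held Tubb1 and gave a median of -1.10, or -1.01 with genes below background at their bound, with 12 lower, and 15 lower when adjusted over the list alone (adjusted p = 2.15e-22, and adjusted p = 0.011 with an estimated correlation). Without Tubb1, the 18 left gave -1.05, with 11 lower, and 14 lower when adjusted over the list alone (adjusted p = 9.99e-21, and adjusted p = 0.011 with an estimated correlation). The platelet score was 0.82 ± 0.05 on the wildtype arrays and -0.82 ± 0.33 on the null arrays (SD, n = 4; exact permutation p = 0.0286, adjusted over 30 lists 0.123).

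Red cell genes pointed the other way. The 11 measured erythroid genes had a median log2 fold of 2.27 (camera adjusted p = 4.64e-07), but the adjusted p was 0.338 with an estimated correlation. Only Hbb-bh1 passed alone, and 7 were higher when adjusted over the list alone. The embryonic globins Hba-x and Hbb-y gave log2 values of 2.38 ± 0.46 and 2.27 ± 0.52 (SE, adjusted p = 0.0601 and 0.111) and the anion exchanger Slc4a1 2.33 ± 0.53 (adjusted p = 0.108). The regulator Klf1 gave 0.02. The score was -0.76 ± 0.23 on wildtype and 0.76 ± 0.85 on null arrays (SD, n = 4; exact permutation p = 0.0286, adjusted 0.123), without overlap.

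Early cartilage genes were lower in null cells. The 19 measured genes had a median log2 fold of -0.60, with 18 of them negative (camera adjusted p = 1.06e-08, and adjusted p = 0.0211 with an estimated correlation), and 10 were lower when adjusted over the list alone. Adjusted over all probes, 2 passed by their brightest probe, Chst11 (1.99-fold lower, adjusted p = 0.00993) and Comp (1.66-fold lower, adjusted p = 0.0318), and 17 did not; of these, Wwp2 fell by a dimmer probe (log2 fold -0.93, adjusted p = 0.02). Papss2 and the proteoglycan Acan gave log2 values of -1.03 ± 0.21 and -0.99 ± 0.23 (SE, adjusted p = 0.0692 and 0.113). The call of Comp ended when any array but wildtype replicate 4 was left out, with adjusted p-values from 0.0608 without null replicate 2 to 0.125 without wildtype replicate 3, and that of Chst11 without wildtype replicate 3 (0.0519). The score was 0.26 ± 0.17 on wildtype and -0.26 ± 0.08 on null arrays (SD, n = 4; exact permutation p = 0.0286, adjusted 0.123).

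**Figure D3:**
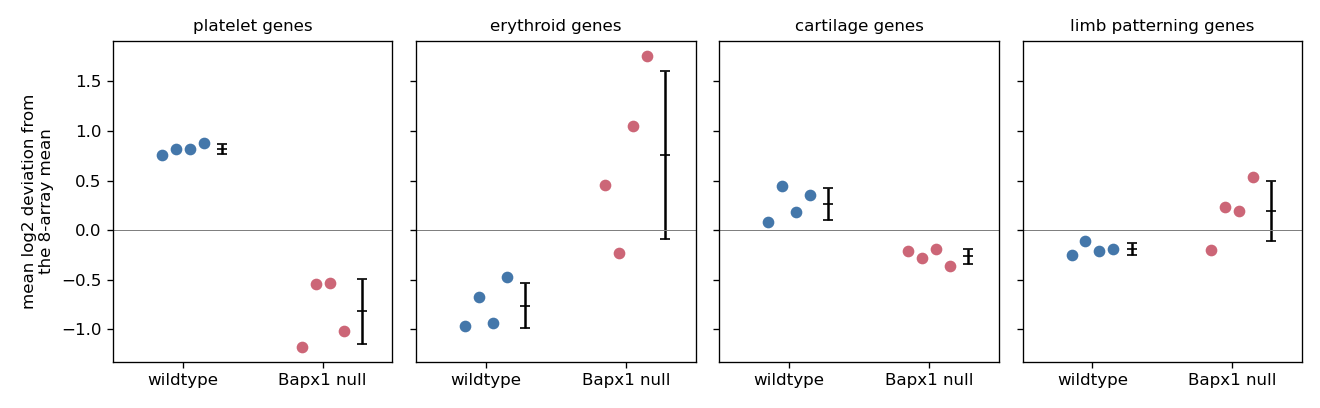
Mean log2 deviation of the genes of 4 lists from their 8-array mean, per array, by genotype; points are arrays and the black mark is the mean with its SD. Platelet scores average 0.82 and -0.82 in wildtype and null, erythroid scores -0.76 and 0.76, cartilage scores 0.26 and -0.26, and the limb patterning scores overlap.

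Limb patterning genes other than Hox genes were higher as a group, with a median log2 fold of 0.46 over 27 genes (camera adjusted p = 0.000102, but adjusted p = 0.292 with an estimated correlation). By their brightest probes 0 passed alone, and 4 were higher when adjusted over the list alone. A dimmer probe of Sall4 fell by 0.93 ± 0.14 (SE, adjusted p = 0.0186), while its brightest gave -0.10. En1, Tbx3 and Prrx1 gave log2 values of 1.68 ± 0.40, 1.30 ± 0.36 and 1.18 ± 0.26 (SE, adjusted p = 0.127, 0.207 and 0.0994). The 13 hypoxia and glycolysis genes were all negative, median -0.33 (adjusted p = 0.000196, but adjusted p = 0.338 with an estimated correlation), with Aldoa at -0.50 and Ankrd37 at -0.40; 0 passed alone or over the list alone.

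Lists of 4 other cell types that a hindlimb holds passed with the preset correlation and not with an estimated one. The 16 macrophage genes were all negative, with a median of -0.41 (camera adjusted p = 0.00613, but adjusted p = 0.776 with an estimated correlation); Lyz2 gave -0.91 and C1qb -0.70. The 18 endothelial genes had a median of -0.40 (adjusted p = 0.0189, but adjusted p = 0.776 with an estimated correlation), with Pecam1 at -0.51. The 8 nerve and Schwann cell genes had a median of -0.32 (adjusted p = 0.024, but adjusted p = 0.646 with an estimated correlation), with Stmn2 at -0.85. The 15 muscle genes had a median of 0.21 (adjusted p = 0.0318, but adjusted p = 0.776 with an estimated correlation), with Myog at least 1.72-fold higher and not passing (adjusted p = 0.232). In these 4 lists 0 genes passed alone, and adjusted over the list alone 2 nerve genes were lower and 0 others passed. Leaving out 1 array ended each of these calls: without wildtype replicate 2 the adjusted p was 0.0531 for macrophage, 0.651 for endothelial, 0.0647 for nerve and 0.0647 for muscle genes, and without null replicate 1 it was 0.143, 0.0821 and 0.25 for the first 3. Wildtype replicate 4 did so too, with 0.082, 0.0697, 0.082 and 0.111 in the same order. Without null replicate 2, macrophage and nerve genes had 0.0688 and muscle genes 0.172, without wildtype replicate 1 muscle genes had 0.143, without null replicate 3 they had 0.297, and without null replicate 4 endothelial and muscle genes had 0.0835 and 0.254.

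The study's own hindlimb genes were chosen on these samples, so their counts are not independent evidence of direction. Of the 18 measured genes listed as lower, 14 fell and all 18 were lower when adjusted over the list alone, with a median of -1.79 (camera adjusted p = 2.95e-33, and adjusted p = 0.011 with an estimated correlation). Tle6, of the Groucho family of corepressors, fell 2.18-fold. Of the genes listed as higher, all 10 measured ones rose, also over the list alone, with a median of 1.64 (adjusted p = 1.53e-30, and adjusted p = 0.00141 with an estimated correlation). Bapx1 is among these 10, with wildtype readings at background. Lmo3 rose 2.81-fold. Hoxc6 fell 2.69-fold.

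The other lists did not pass by camera, nor by fry for a shared direction. In the Hox and the vertebral column lists, Hoxc6 and Corin were the only members called by their brightest probes. By fry for movement in either direction, the adjusted p was 6.07e-08 for both lists. It was 1.13e-05 for hypertrophy, 1.42e-05 for joint, 0.000111 for mesoderm and 0.000118 for dissociation genes. The BMP, hedgehog, FGF, ectoderm and p53 lists passed too (0.000545 to 0.0479). Tendon, Wnt, Notch, cell division, ribosomal, chromosome 5 and spleen lists did not (0.13 to 0.572). The median log2 folds and camera adjusted p-values were 0.00 and 0.749 for 14 genes of hypertrophy, osteoblasts and matrix degradation, 0.09 and 0.678 for 13 joint genes, 0.04 and 0.305 for 15 tendon genes, and 0.05 and 0.895 for 21 Hox genes. In the first, the protease gene Mmp9 fell 2.49-fold. For signalling they were 0.10 and 0.642 for 11 Wnt feedback genes, 0.06 and 0.19 for 13 BMP and TGF-beta targets, -0.11 and 0.47 for 7 hedgehog targets, 0.06 and 0.324 for 12 FGF feedback genes, and -0.08 and 0.974 for 11 Notch targets. For 8 genes that act beside Bapx1 in mesoderm they were -0.03 and 0.47, and Tbx1 was the called member. Surface ectoderm (11 genes) gave -0.25 and 0.265, and the median was -0.14 with the 1 gene below background at its bound. Cell division (21 genes) gave 0.08 and 0.47 with Ccng2 2.41-fold lower (a call lost without any 1 array but null replicates 2 and 4, adjusted p from 0.0546 to 0.141), and p53 targets (13 genes) 0.01 and 0.71 with Pmaip1 2.95-fold higher (above background on 2 wildtype arrays). Genes that respond to tissue dissociation (18) gave -0.07 and 0.974, 56 ribosomal protein genes 0.00 and 0.47, and 16 neighbours of Bapx1 on chromosome 5 gave 0.02 and 0.165. Of genes the study names in other tissues, 12 listed as higher in the vertebral column gave 0.02 and 0.749, with Corin 2.26-fold lower, and 13 listed as lower in the spleen gave -0.11 and 0.678, with Ccng2 the called member. The lists of 4 genes lower in the vertebral column (median -0.60) and 2 lower in the gut (median 0.09) were too short to test, and 0 of their genes passed by the brightest probe; a dimmer probe of the cartilage ubiquitin ligase Wwp2, listed for the vertebral column, fell by 0.93 (adjusted p = 0.02). Adjusted over the list alone, the most seen in 1 direction in any list of this paragraph was 4 genes lower, among the joint genes, where 1 was higher. Among the dissociation genes 3 were higher and 2 lower. The test went against the sign of the median for the hypertrophy, joint, Notch, dissociation and vertebral column lists, and the mean went against the median in the same lists other than Notch, and for Hox and cell division genes.

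Y-linked genes differed between arrays of the wildtype group. The Eif2s3y probe with the higher signal read 7.86 on wildtype replicate 2 and 10.24, 10.72 and 10.82 on the other wildtype arrays, with 11.16 to 11.71 on the null arrays. Kdm5d read 6.30 on wildtype replicate 2 and 7.89 to 9.50 elsewhere. Between genotypes the log2 folds were 1.47 ± 0.57 for this Eif2s3y probe and 1.43 ± 0.43 for Kdm5d (SE, adjusted p = 0.375 and 0.247), and the dimmer Eif2s3y probe gave 0.09. Uty gave 0.22 and 0.00. The 4 probes for Xist, the RNA of the inactive X chromosome, gave -0.87, -1.62, 0.25 and 0.26 (adjusted p = 0.459, 0.0849, 0.932 and 0.932). The Y-linked and Xist lists (3 and 1 genes) were too short for a list test; 2 Y-linked genes were higher when adjusted over the list alone.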

Values the study reported

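With a cut-off of more than 2-fold, the study counted 30 genes under Bapx1 control in the hindlimb and 2 in the forelimb. Its counts for the other organs were 125 genes in the vertebral column, 143 in the gut and 980 in the spleen.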

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

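The values in this part were picked out because 1 array of a group of 4 lay far from the other 3, by the ratio of its gap to the nearest array to the range of the group. Of 128 groups examined, 3 passed the cut-off, where chance gives about 1 in 20, so the 3 are no excess over chance. For Gramd4, wildtype replicate 4 was the highest wildtype array, with a log2 intensity of 5.84 against 5.10 for the next (ratio 0.834), below every null array. For the tendon genes, null replicate 1 had the lowest score of the null group, -0.56 against 0.26 for the next (ratio 0.951). The muscle genes gave the same array as the lowest of its group, -0.76 against 0.36 for the next (ratio 0.882). No explanation was tested for these 3 values.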

How the results depend on the processing

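The alternatives with the scores of Y-linked and erythroid genes, the platelet list without Tubb1 and the omission of wildtype replicates 2 and 4 were chosen after seeing the data. The counts depend strongly on the processing, while the direction of Bapx1 held in the 25 alternatives that tested its probe, past the threshold in 24. The cartilage list and the study's list of higher genes passed in all 29 alternatives, with medians from -0.66 to -0.37 and of at least 1.24, and the platelet list in 28. Where no construction is named below, the cause was not tested. The slide block was not run. Probes near background limit the folds, since a group below background gives only a bound.

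Without Tubb1, which the study lists under an older name, the platelet genes outside the study list gave a median of -1.05 in place of -1.10. In the order probes changed, higher, lower, genes over 2-fold and genes over 1.5-fold, the main values were 149, 63, 86, 82 and 121. Intensities floored at 1 gave 59, 28, 31, 45 and 51, and scaling by median absolute deviation 9, 4, 5, 6 and 6. A t-test stood in for the ANOVA that the methods name. With Benjamini-Hochberg it gave 53, 20, 33, 30 and 41, or at nominal p 2012, 841, 1171, 167 and 490. The deposited log2 table gave 65 probes, 25 higher and 40 lower, and 58 genes over 1.5-fold. Detection on all 8 arrays, which tests fewer probes, gave 97 probes, 52 lower, with 49 and 80 genes. Array weights gave 267, 124 and 143 probes and 204 genes over 1.5-fold. Median centring gave 38 higher; it moved the median of all probes to -0.144 and the deposited table to -0.113, from -0.0335, so changes are relative to that shift. Normexp without detection p gave 39 genes over 2-fold. Cyclic loess gave 168 probes, 47.0% of them lower against 57.7%. The Y-linked score gave 237 probes, 171 higher, with 165 and 186 genes, and 78 probes shared with the 149. The erythroid score gave 5, 3, 2, 4 and 4. This score too separates the genotypes without overlap, so the fit cannot part score and genotype. Without wildtype replicates 2 and 4 there were 113 probes, 50 lower, 62 shared.

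With the platelet score as a covariate all 5 counts were 0 and 7 lists changed in place of 12. Bapx1 went from 3.96 ± 0.22 to 2.89 ± 0.89 (SE) and lost its call (adjusted p = 0.999). The score separates the genotypes without overlap, so the fit cannot part them and the SE widens.

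The replicate number as a block gave 108 probes, 84 of them shared. The deviations of arrays with the same number correlated at 0.07, 0.46, 0.26 and -0.31, and not every array correlated best with its own number, so the number is not a pairing.

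With 1 array left out, the ranges were 59 to 150 probes, 22 to 83 higher, 37 to 76 lower, 48 to 91 genes over 2-fold, 52 to 123 over 1.5-fold, 8 to 12 lists and 3.79 to 4.12 for Bapx1. The lowest counts of probes and genes were without wildtype replicate 3 and that of lists without wildtype replicate 2, with 82 probes without wildtype replicate 1, 81, 91 and 97 without null replicates 4, 3 and 2.

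These log2 values changed direction, for lists by their test. With the platelet score: Alox12 2.36, Tubb1 1.35, Pf4 2.26, Treml1 1.24, Gp5 0.96, Mpig6b 0.088, Vwf 0.17, Eif2s3y -0.56, Uty -0.31, Xist -1.47 and -1.11, Ramp2 0.072, Pecam1 0.44, Esam 1.79, Lyz1 0.51, Hba-x -0.22, Hbb-y -0.42, Stmn2 0.85, Sox10 0.040, Pmaip1 -0.26, Aldoa 0.17, Ankrd37 0.54, P4ha2 0.35, and the lists of hypertrophy 0.58, joint 0.67, Hox 0.11, FGF -0.062, mesoderm partner 1.41, endothelial 1.46, ectoderm 0.32, nerve -0.072, cell division -0.72, hypoxia 0.28 and vertebral column 0.27. The Y-linked score gave Eif2s3y -0.16, Uty -0.20 and -0.45, joint -0.059, endothelial 0.042, cell division 0.033 and vertebral column 0.13. The erythroid score gave Eif2s3y -0.30, Uty -0.55, Cdh15 -0.23, Chrna1 -0.49, Tnnt1 -0.18, Wnt -0.11, cell division -0.022 and vertebral column 0.14. Without wildtype replicates 2 and 4: Uty -0.20, joint 0.072, endothelial -0.030, ectoderm 0.063 and cell division -0.033. Floored intensities gave Notch -0.085 and dissociation -0.078. Median absolute deviation gave Uty -0.0097, joint 0.17, Hox 0.014 and Notch -0.065, median centring Uty -0.075, cyclic loess dissociation -0.016, and the deposited table Uty -0.054, joint 0.061 and Notch -0.15. No filter gave mesoderm partner 0.025, detection p under 0.01 Hox 0.039 and dissociation -0.073, detection on all 8 arrays Hox -0.031 and p53 -0.14, the t-test in both forms dissociation -0.073, and mean probes Hox 0.043 and Notch -0.081. With 1 array left out the ranges were -0.0016 to 0.22 for Eif2s3y, -0.18 to 0.16 for Uty, -0.29 to 0.85 and -0.25 to 0.89 for Xist, 0.018 to 0.13 for cell division, -0.11 to 0.026 for dissociation, -0.060 to 0.080 for Hox, -0.086 to 0.13 for hypertrophy, -0.021 to 0.13 for joint, -0.13 to 0.11 for mesoderm partner, -0.099 to 0.0064 for Notch, -0.30 to 0.027 for spleen and -0.073 to 0.057 for vertebral column lists. Of the other single-gene values, 1703 kept direction and side of the threshold, 218 lost their call and 30 gained one; of list values 759 kept both, 49 lost and 8 gained a call.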

Other observations

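The genes of this paragraph and the next were chosen after their values were seen. The retinoic acid receptor Rarb rose by both of its probes, 2.53-fold and 2.60-fold (limma adjusted p = 0.00996 and 0.0447, 4 arrays per genotype). Tle2 of the Groucho family fell by both probes, with log2 folds of -1.02 ± 0.13 and -1.12 ± 0.15 (SE, adjusted p = 0.0073 and 0.0119). The neurotrophin receptor Ntrk2 rose by both probes, 2.32-fold each (adjusted p = 0.0472 and 0.0485).

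The contactin Cntn1 fell by 1.29 ± 0.15 and Adgrb3 by 1.29 ± 0.19 on the log2 scale (SE), and the gap junction gene Gja1 rose 2.03-fold. Vegfd, a growth factor of lymphatic vessels, fell by 1.08 ± 0.13 and the guidance cue Sema3e by 1.30 ± 0.21. The third cerebellin measured, Cbln2, gave a log2 value of -0.45 and did not pass (adjusted p = 0.599). No enrichment was tested for the genes of these 2 paragraphs.

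By a fold above 2, 82 genes changed here. That is higher than the count quoted from the study above, and the number depends on the processing. A t-test with Benjamini-Hochberg, standing in for the ANOVA that the methods name, gave 30. The deposited log2 table gave 56 and the scaling that the methods state gave 6, each changed alone. Whether the 30 are the genes that the study counted was not examined.

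Of the tests that follow, those on Bapx1, on platelet genes and on dim probes were chosen after the result they bear on had been seen, and the test of chromosome 5 and the splits of the arrays before.

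The Bapx1 probes were bright in null cells and at background in wildtype cells. A single array with the wrong genotype is argued against by the gap between the lowest null and the highest wildtype array, 3.21 on the log2 scale for the narrower probe. The gap cannot address an exchange of the labels of both whole groups, which would leave it the same size and was not tested. The reporter inserted into the 3' untranslated region of the wildtype allele may keep the probes from reading its transcript: 0 of 8 wildtype readings were above background although the cells were sorted on that reporter. The paper writes its wildtype line as heterozygous for this allele, while the sample titles do not give it. If these embryos were heterozygous, the allele without the insert should still have been read, which argues against the insert as the only cause. Loss of Bapx1 may also raise its own mRNA (at least 8.07-fold for the probe with the smaller bound, with no measured wildtype level). These cannot be told apart, because the genotype carries both the reporter position and the loss, and the probes' positions were not examined. The study's in situ hybridizations do not settle this: for the vertebral column its text describes Bapx1 as higher in null embryos while the legend of the same figure marks a loss in the rostral part, for the spleen it describes a loss, and neither tissue is on these arrays. The paper takes the rise in the vertebral column as potential auto-regulation. It also lists Bapx1 as higher in the null hindlimb, from these same samples.

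Platelet genes were lower in null cells. Less blood of every kind is argued against by the erythroid genes, whose median log2 fold was 2.27: adjusted over the list alone, 7 of 11 were higher and 0 lower, though 1 passed alone and the list did not pass with an estimated correlation (adjusted p = 0.338). Fewer platelets or megakaryocytes among the sorted cells may account for the fall: sorting on EGFP should remove cells without it, but Pf4 read 11.80 on the log2 scale in wildtype cells. If so, the genes should vary together between arrays of 1 genotype. Their mean correlation was 0.126 over the list of 19, Tubb1 among them. Among 10000 random lists of like brightness the 95th percentile was 0.126, too close to call. Over all 25 platelet genes, camera estimated a correlation of 0.224, for which no random lists were drawn. Fewer such cells and a lower activity in the limb cells themselves (list median -1.36) therefore cannot be told apart.

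In 6 called genes another probe had a log2 fold of the opposite sign, but none of these probes passed. Their values lay between -0.27 and 0.19 (limma adjusted p from 0.507 to 0.953), so an opposite change was not shown for any of the 6. DNA kept from the targeted stem cells around Bapx1 is argued against for the 6 as a set, since 1, Ociad1, lies on chromosome 5. This cannot address Ociad1 itself. Over all genes, 13 of 121 called and 687 of 10763 tested genes lie there (Fisher's exact test, two-sided p = 0.059). That test does not exclude such DNA among the called genes. In all 6 the called probe (Ociad1, Impact and Tia1) or one of opposite sign (Adamts19, Adamts9 and Ntng1, and Ociad1) was dimmer than the median tested probe, but so was a probe in 24 of the 30 called genes whose probes agree in sign (Fisher's exact test, two-sided p = 0.561). Noise in dim probes and transcripts that differ between probes therefore cannot be told apart. No biological explanation was tested.

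The 8 arrays can be split into 4 and 4 in 35 ways. The real split gave the most probes changed, 149 (highest other split 124). It also gave the most genes over 2-fold, 82 (highest other 63), and over 1.5-fold, 121 (highest other 88). For each, 1 of 35 splits was as large, the real one, which is the smallest share that 35 splits allow. These counts come from the same calls, so together they argue against chance and do not exclude it. The splits did not argue against chance for the counts by direction, 63 higher and 86 lower (highest other 109, 2 of 35 each). Nor did they for the 12 lists called with the preset correlation (highest other 14, 4 of 35). The 5 lists called with an estimated correlation (highest other 0, 1 of 35) cannot test chance, since 2 are the study's own, picked on this grouping, and 2 hold platelet genes, which the study had named. The split with 124 probes exchanges wildtype replicate 2 and null replicate 3. Wildtype replicate 2 correlated at 0.981 with the null group and 0.975 with its own, but null replicate 3 at 0.981 with its own group and 0.979 with the wildtype group, and what lies behind this split was not tested.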
